A study of Homo sapiens with 17 samples. Its data were reported in "Transcriptional characterization of iPSC-derived microglia as a model for therapeutic development in neurodegeneration" (2024).

How the data were processed

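Single-cell 3′ RNA-seq libraries from human iPSC-derived microglia (iMGL) were analysed. An iMGL is a microglia-like cell differentiated from induced pluripotent stem cells, bought frozen and thawed for culture. The libraries were made with 10x Genomics version 3.1 chemistry, which tags each captured RNA molecule with a unique molecular identifier (UMI). There were 15 untreated libraries, 3 for each of Day 0 to Day 4 after thawing, and 2 libraries of cells that received DMSO on Day 3 and were collected 24 h later, on Day 4. Cells treated with other compounds were not analysed here.

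The deposited files held counts: whole numbers of UMIs per gene and cell barcode, without normalization, which the authors made with Cell Ranger (software version 3.1.0 per the file headers) and had already restricted to barcodes called as cells. The gene list was identical in the 17 libraries and held 33538 genes. Of these, 48 carried a symbol that occurred more than once and were told apart by their Ensembl identifier. The genome build behind these counts is not stated. Gene positions were therefore taken from GENCODE release 44 on GRCh38 by matching Ensembl identifiers, and hold for that build.

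Cells were kept with more than 1500 genes, fewer than 100000 UMIs and under 20% mitochondrial UMIs. These limits are those of the study, except that it states the second for reads, which was applied here to UMIs. UMIs were then summed per library over the kept cells, so that the library and not the cell was the replicate. The study calls its replicates technical: separate wells of cells thawed at the same time. Their spread covers wells and libraries, and not other thaws, differentiations or donors. Sums were compared with edgeR 4.0.16 (R 4.3.3): filterByExpr, TMM normalization and the quasi-likelihood F test, 2-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.6, which are the thresholds of the study. The 5 day contrasts came from 1 fit over the 15 untreated libraries. A further test asked which genes differed among Day 1 to Day 4 over 12 libraries, without a fold threshold. DMSO was compared with Day 4 in a separate fit of 5 libraries. Values per gene are CPM (counts scaled to a common library total, over TMM-scaled library sizes), and the SE of a log2 fold change was taken from the F statistic. The median log2 change over all genes moved by at most 0.0451 under any of the scaling alternatives.

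Cells of the time course were clustered with Seurat 5.3.0 with the settings the study gives: genes in at least 3 cells, 2000 variable genes, 20 principal components and Louvain resolution 0.4. The DMSO and Day 4 libraries were clustered together in the same way at resolution 0.2. Cell names were rebuilt from marker lists fixed in advance. A cluster took the name of a class when at least 3 of its 10 leading genes were markers of that class and no other class had as many. The leading genes were those most raised against all other cells among genes detected in over 40% of the cells of the cluster. The minimum of 3 was set after the clusters had been seen, and for this reason the shares of the 5 clusters left without a name are given as well. Shares of cells per library were compared between Day 4 and Day 1 with an exact permutation test, 2-sided, which cannot give a p under 0.1 with 3 libraries against 3. The trend over Day 1 to Day 4 was tested over 12 libraries with a permutation test of 100000 resamples, whose smallest p is 1e-05, and adjusted over 4 classes or 11 clusters.

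Within a class, sums were compared when each of the 6 libraries of Day 1 and Day 4 had at least 50 cells of that class. Whether the change differed between 2 classes was tested as an interaction term with the library as a block. Gene lists were tested with camera in limma 3.58.1 on normalised log2 CPM, with a preset inter-gene correlation of 0.01 and adjustment over 65 tests (13 lists in 5 contrasts). The lists were immediate-early, heat shock, cytokine and chemokine, lysosomal and lipid-handling activation, MHC class II antigen presentation, complement, core microglia, cell cycle, myeloid progenitor, interferon response, Alzheimer risk, LXR target and monocyte genes, written from general knowledge and from genes the study names. Some of those genes were picked by the study from these same libraries, so the lists are not independent evidence. Lists for 4 candidate cell types (granulocyte precursor, neutrophil, mast cell and mature dendritic cell) were written after the leading genes of the unnamed clusters had been seen.

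The groups, the tests, the gene lists, the class markers, the genes to be named and all other settings tried, except those said to be chosen later, were fixed before the data were examined. The genes named in a comparison are the 5 with the largest rise and the 5 with the largest fall among genes called with a mean of at least 50 CPM over the libraries compared and no overlap between the libraries of the 2 groups, and 20 genes chosen in advance, of which 1 is not reported here. With 3 libraries against 3, 10% of genes would show no overlap by chance. The numbers of the replicates were checked for pairing by correlating, over genes, the deviations of same-numbered libraries from their group means. The labels give only a number, and the study describes wells handled separately, so any pairing was read from the data. Between Day 4 and Day 1 the same-numbered libraries deviated together in all 3 cases, with r over genes of 0.138, 0.224 and 0.193. Unpaired fits are reported, and the fit with the number as a block was 1 of the alternatives.

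Alternatives covered DESeq2 1.42.0, RLE scaling, no filter on low counts, all deposited barcodes, libraries thinned to the smallest total, mitochondrial and ribosomal protein genes left out, other sets of libraries in the fit, the number as a block and each library left out in turn. For shares they covered resolutions of 0.2 and 0.8, clustering without genes that changed between days, a mitochondrial limit of 10%, cells thinned to 4000 UMIs and doublet removal with Scrublet (scanpy 1.11.5). Scrublet called 99 of 31987 cells, 0.309%, far below the rate expected from 0.8% per 1000 barcodes, and so did not work on these cells as a caller. The 725 cells with the highest scores were left out instead. Correlations, permutation tests and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

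The methods were tested on simulated data, drawn from the means and library sizes of these libraries with 200 genes changed. The fit of DMSO against Day 4 found 98% of them with 5 false calls, that of Day 1 against Day 0 found 99.5% with 3, and that of Day 4 against Day 1 found 100% with 3. These rates hold for changes of the size planted. They do not show how the fits treat changes near the fold threshold, genes with few UMIs or a library that departs from its group. Camera found a shifted list in 2 of 2 contrasts and also called 2 of 24 unshifted tests, both of lists that share genes with the shifted one. Draws from means and library sizes do not carry over the correlation between genes, so this does not test the preset correlation. The trend test called 4.75% of simulated shares without a trend at a p under 0.05.

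Some named genes share sequence or position with others, and their counts are less certain. GENCODE lists 15 pseudogenes by the symbol of FABP5, 14 by that of RPS10, 4 by that of RPL27A and 3 by that of PSMA2. On the same strand, RPS10 overlaps RPS10-NUDT3, TMIGD3 overlaps ADORA3 and ARF5 overlaps FSCN3, and GABARAP, MIF, PSMA2 and RPL27A each overlap 1 gene without a symbol. The total per library ran from 16942470 to 95616347 UMIs, and errors given as SD cover the spread between libraries.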

Results

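The transcriptomes of single iMGL were measured on each day from thawing (Day 0) to Day 4 in culture, in 3 libraries per day, and in 2 libraries of DMSO-treated cells collected on Day 4. The study describes replicates as wells of cells from a shared thaw, so the SDs and p values below cover variation between wells and libraries only. The total number of UMIs per library ran from 16942470 in Day 0 replicate 3 to 95616347 in DMSO replicate 2. Group means of the total, with the SD over the libraries of the group, were 20350000 ± 2999000 on Day 0, 34830000 ± 1681000 on Day 1, 33620000 ± 3209000 on Day 2, 44780000 ± 1279000 on Day 3, 49850000 ± 7257000 on Day 4 and 90190000 ± 7667000 with DMSO. Replicate libraries differed by more than sampling noise, with a chi-square per degree of freedom of 3.804 between Day 1 replicates 1 and 2 at the lowest and 113 between Day 4 replicates 1 and 3 at the highest.

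The cell filter kept 31987 of 40363 barcodes of the time course (79.3%), in which 20601 genes were detected in at least 3 cells. Too few genes removed 7341 barcodes, too high a mitochondrial share 2380 and too many UMIs 32, with some barcodes failing more than 1 limit. A mitochondrial limit of 10% moved this count most, to 12712 cells. Cells kept per library were 1386 ± 119 on Day 0, 2210 ± 239 on Day 1, 1747 ± 226 on Day 2, 2841 ± 368 on Day 3 and 2479 ± 166 on Day 4 (SD, n = 3 each). The 2 DMSO libraries held 4012 ± 846 cells and kept 93.8% of their barcodes on average, against 81.0% on Day 4 and 63.4% on Day 0. The median UMIs per kept cell rose from 9707 ± 1095 on Day 0 to 16140 ± 3116 on Day 4, by way of 15980 ± 1194 on Day 2 and 12940 ± 1934 on Day 3, and was 20440 ± 2944 with DMSO.

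Among the removed barcodes, 6315 failed the gene minimum with a mitochondrial share under 20%. The 10 leading genes of cluster 5, a cluster described below, took a larger share of their UMIs than of those of kept cells in 17 of 17 libraries, with a median ratio of 9.94 (2.71 to 33.0). By group the ratio was 2.80 ± 0.119 on Day 0, 5.88 ± 0.499 on Day 1, 8.44 ± 2.14 on Day 2, 13.1 ± 2.57 on Day 3, 21.2 ± 10.2 on Day 4 (SD, n = 3 each) and 17.2 ± 3.68 with DMSO (SD, n = 2).

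**Figure D1:**
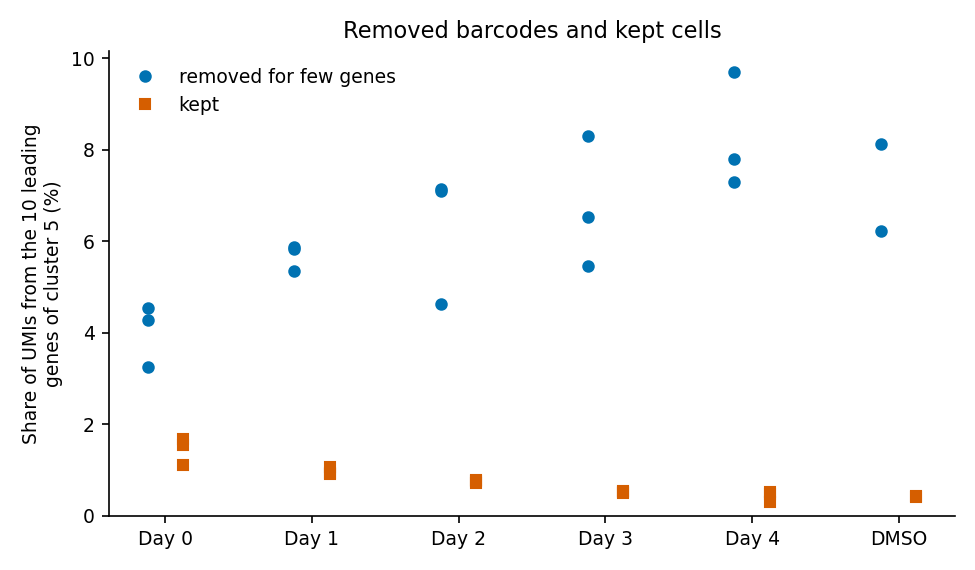
Share of UMIs from the 10 leading genes of cluster 5 (%) in barcodes removed for few genes and in kept cells of each of the 17 libraries. The share is larger in the removed barcodes of all 17 libraries, with a median ratio of 9.94.

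The median mitochondrial share of kept cells lay between 8.23% in Day 4 replicate 1 and 14.8% in Day 4 replicate 3. Within each of the 5 days the library numbered 1 had the lowest share and the library numbered 3 the highest. This order gave a Kendall's W of 1 (exact permutation p 0.000772 over the 3 libraries of 5 days). The 2 DMSO libraries had the opposite order, with 10.4% in replicate 1 and 9.36% in replicate 2.

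**Figure D2:**
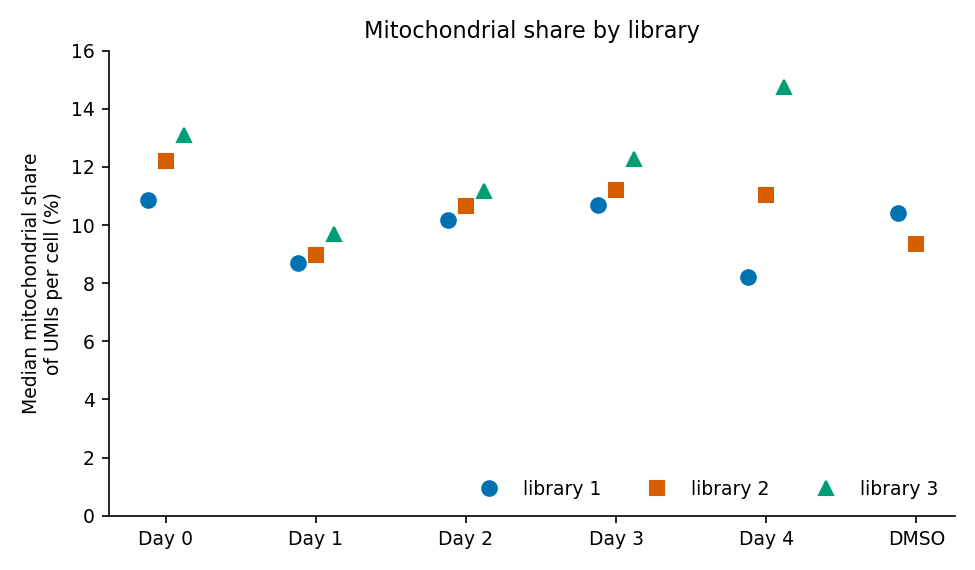
Median mitochondrial share of UMIs per kept cell (%) in each of the 17 libraries, by group, with colour and shape giving the library number. Library 1 is the lowest and library 3 the highest of its day on all 5 days, and the Day 4 libraries span 8.23% to 14.8%.

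The first question was which kinds of cell the culture held on each day. The 31987 cells fell into 11 clusters, of which 6 took the name of 1 of 4 classes. Homeostatic-like cells (cluster 1, 7612 cells) were led by MHC class II genes such as HLA-DPA1, HLA-DRA and CD74. Activated-like cells (clusters 3 and 8, 5640 and 637 cells) were led by GPNMB, APOE, APOC1 and CTSD. Proliferating-like cells (clusters 4 and 7, 5110 and 1761 cells) were led by HIST1H4C, TYMS, TOP2A and MKI67. Immediate-early-like cells (cluster 6, 1934 cells) were led by EGR1, ZFP36 and BTG2. The unnamed clusters were cluster 2 (6424 cells, led by FCN1, RETN and LYZ), cluster 5 (2494 cells, OLFM4 and S100A8), cluster 9 (265 cells, PRTN3 and MPO), cluster 10 (61 cells, CCL22 and CCR7) and cluster 11 (49 cells, IGFBP5, CPA3 and GATA2).

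Homeostatic-like cells made up 13.8% ± 0.715 of the kept cells of a library on Day 1, 20.1% ± 0.948 on Day 2, 34.2% ± 0.520 on Day 3 and 33.7% ± 2.19 on Day 4 (SD, n = 3). Their share rose with the day (r 0.932, permutation p 0.00014, adjusted p 0.00028; rho 0.864, permutation p 0.00077, adjusted p 0.00154; 12 libraries, 4 classes in the family), and r was 0.911 without replicate 1 of Day 1 and of Day 4, taken from the 6 libraries that tie as farthest from the median day. The gain of 19.9 percentage points from Day 1 to Day 4 had an exact permutation p of 0.1, the smallest possible, and moved most with clustering at resolution 0.8, to 24.7. From Day 3 to Day 4 the share fell by 0.521 points, less than the spread between replicates (exact permutation p 0.8).

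Activated-like cells made up 8.67% ± 0.623 on Day 1, 17.3% ± 0.693 on Day 2, 27.2% ± 1.16 on Day 3 and 31.4% ± 1.68 on Day 4 (SD, n = 3). Their share also rose with the day (r 0.983 and rho 0.972, each with a permutation p of 1e-05, the smallest the resamples can give, and an adjusted p of 4e-05; r 0.985 without the same 2 libraries), in 3 of 3 same-numbered pairs. Cluster 3 alone held 5.87% ± 0.268 on Day 1 and 29.05% ± 1.28 on Day 4. With names given by markers at resolution 0.8 this direction was lost, as the share changed by -5.48 points from Day 1 to Day 4 (r -0.269, permutation p 0.391), because a part of cluster 2 then took the activated-like name. When the clusters at resolution 0.8 were instead matched by shared cells, a step chosen after seeing the data, the share was 6.19% on Day 1 and 28.8% on Day 4. Without the genes that changed between days, the share was 14.6% ± 0.875 on Day 1 and 29.7% ± 1.52 on Day 4. The rise also rests on cluster 2 having no name. Cluster 2 changed by -33.38 points from Day 1 to Day 4, and the activated-like share by 22.76. Counted together, the 2 would therefore fall. Clustered with the DMSO libraries, a cluster whose Day 4 cells were mostly of cluster 2 took the activated-like name.

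Proliferating-like cells made up 21.2% ± 0.427 on Day 1, 28.5% ± 1.78 on Day 2, 22.8% ± 1.43 on Day 3 and 20.9% ± 2.61 on Day 4 (SD, n = 3), and showed no trend (r -0.224, permutation p 0.481, adjusted p 0.495; rho -0.238, permutation p 0.473, adjusted p 0.560; r -0.183 without those 2 libraries). Their difference between Day 4 and Day 1, -0.371 points, ran from -1.85 without Day 4 replicate 3 to 0.612 without Day 4 replicate 1. Clustered without genes that changed between days, the same measure was 4.69 points and r was 0.322 (permutation p 0.303) with names given by markers. Matched by shared cells, the share there was 24.56% on Day 1 and 24.63% on Day 4. Immediate-early-like cells made up 45.9% ± 4.17 on Day 0 and between 0.0547% and 0.180% on average on later days (r -0.214 over Day 1 to Day 4, permutation p 0.495, adjusted p 0.495; rho -0.194, permutation p 0.560, adjusted p 0.560; r -0.00415 without those 2 libraries).

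On Day 0 the library shares were 5.32% ± 1.07 homeostatic-like, 3.24% ± 0.711 activated-like and 11.4% ± 1.53 proliferating-like (SD, n = 3). From Day 0 to Day 1 the homeostatic-like share thus rose by 8.49 points, the activated-like share by 5.43 and the proliferating-like share by 9.83, and the immediate-early-like share fell by 45.7 (exact permutation p 0.1 each, the smallest possible). The immediate-early-like class holds only cells of a cluster led by such genes, and other cells can express them. In whole libraries FOS was 743.1 CPM on Day 0 and still 349.6 on Day 1, and EGR1 was 338.2 and 52.6. The rise of homeostatic-like cells depended on the clustering and on how classes were named. With classes named by markers their Day 0 share was 38.8% ± 4.64 at resolution 0.2, 33.2% ± 4.90 at resolution 0.8, 32.3% ± 4.36 without the genes that changed between days, 32.3% ± 4.58 without the highest Scrublet scores and 29.0% ± 1.19 with a mitochondrial limit of 10%, so that it fell to Day 1 (13.3%, 12.3%, 12.1%, 13.7% and 7.38%). With cells thinned to 4000 UMIs it rose from 9.02% to 13.8%. Matched by shared cells instead, the step chosen after seeing the data, the share rose from 5.35% to 13.2% at resolution 0.2, from 5.65% to 12.2% at resolution 0.8 and from 5.83% to 13.5% without the highest Scrublet scores. It still fell without the genes that changed between days, from 32.3% to 12.1%. With the mitochondrial limit it was 8.11% ± 1.12 on Day 0 and 7.38% ± 1.91 on Day 1 (SD, n = 3), a difference within the spread between libraries. No cluster took the immediate-early-like name in 4 of the 5 settings in which the share named by markers fell, and 29.0% of Day 0 cells did at resolution 0.8.

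Cluster 2 held 6.63% ± 0.693 of cells on Day 0, 44.03% ± 0.770 on Day 1, 26.1% ± 1.08 on Day 2, 12.7% ± 1.80 on Day 3 and 10.7% ± 2.71 on Day 4 (SD, n = 3). Cluster 5 held 24.5% ± 5.92, 9.65% ± 1.04, 7.55% ± 0.949, 2.44% ± 1.14 and 3.02% ± 2.25 on the same days, with a single Day 4 library at 0.423%. Barcodes removed for few genes, richer in the leading genes of this cluster, numbered 693 on Day 1 and 1405 on Day 4. In whole libraries, removed barcodes included, these genes took 0.980 to 1.14% of UMIs on Day 1 and 0.501 to 0.628% on Day 4. Cluster 9 held 2.62%, 1.37%, 0.326%, 0.363% and 0.190%, cluster 10 held 0.126%, 0.732%, 0.0944%, 0.0132% and 0.0139%, and cluster 11 held 0.299%, 0.354%, 0.0745%, 0.04996% and 0.0527%. Over Day 1 to Day 4 all 5 fell (r -0.947, -0.859, -0.823, -0.820 and -0.721, permutation p 2e-05, 0.00066, 0.00028, 9e-05 and 0.00355, adjusted over 11 clusters 0.00011, 0.00121, 0.000616, 0.00033 and 0.00558). Spearman's rho was -0.928, -0.821, -0.842, -0.879 and -0.638 (permutation p 8e-05, 0.00254, 0.00143, 0.00042 and 0.0302, adjusted 0.00044, 0.00466, 0.00315, 0.00154 and 0.0475), and r without those 2 libraries was -0.939, -0.875, -0.772, -0.788 and -0.754. In each of the 5 clusters the share was lower on Day 4 in 3 of 3 same-numbered pairs.

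**Figure D3:**
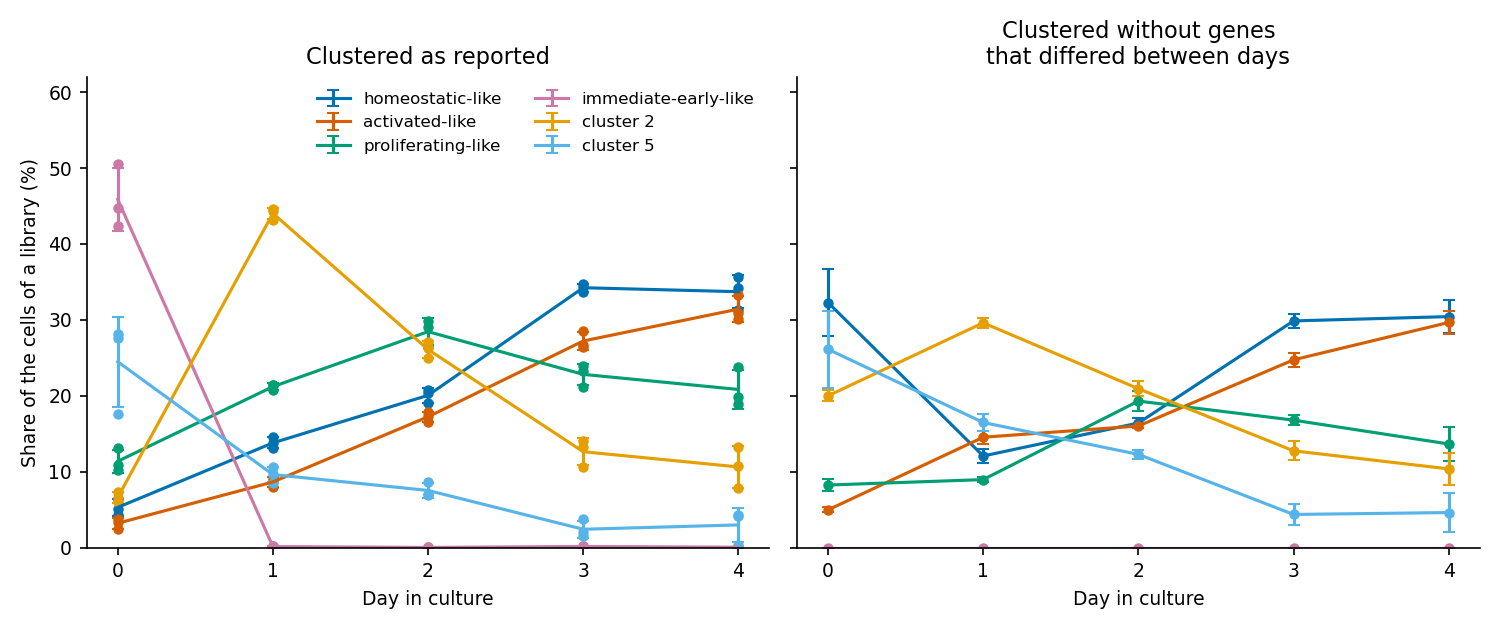
Share of the kept cells of a library (%) in each class, cluster 2 and cluster 5 against the day in culture, clustered as described (left) and without genes that differed between days (right, classes named by markers and numbered clusters matched by shared cells). Lines join means, bars are SD over 3 libraries and points on the left are libraries; homeostatic-like cells rise from 13.8% on Day 1 to 33.7% on Day 4 on the left, and lie at 32.3% on Day 0 on the right.

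The next question was which genes changed from day to day in whole libraries. Of 14480 genes tested, 3251 were called for Day 1 against Day 0 (1147 higher and 2104 lower on Day 1), 833 for Day 2 against Day 1 (455 and 378), 371 for Day 3 against Day 2 (239 and 132) and 185 for Day 4 against Day 3 (107 and 78). The count for Day 1 against Day 0 moved most without a filter on low counts, to 3604. The count for Day 3 against Day 2 was 241 without Day 3 replicate 1. That for Day 4 against Day 3 rested on single libraries: it was 94 without Day 3 replicate 1, 104 without Day 4 replicate 2 and 361 without Day 4 replicate 1, and 313 with no filter on low counts. Over the whole interval, 1917 genes were called for Day 4 against Day 1 (1123 higher and 794 lower on Day 4). Among Day 1 to Day 4, 7483 of 14245 genes differed at an adjusted p under 0.05, without a fold threshold.

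**Figure D4:**
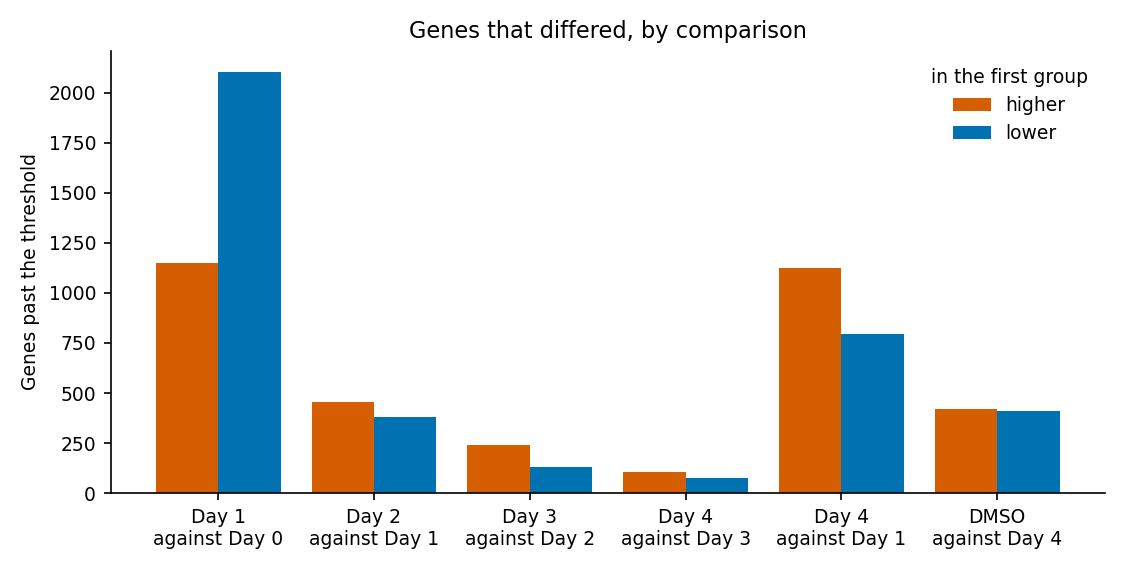
Number of genes called as higher (orange) or lower (blue) in the first group of each comparison, from 3 libraries per day and 2 with DMSO. The counts fall from 1147 and 2104 for Day 1 against Day 0 to 107 and 78 for Day 4 against Day 3.

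For Day 1 against Day 0, 452 called genes had a mean of at least 50 CPM and no overlap between libraries, 242 of them higher on Day 1. The largest rise was that of LMNA (ENSG00000160789, chromosome 1, 156082573 to 156140081, GRCh38), from 15.5 ± 4.70 to 202 ± 3.47 CPM (SD, n = 3 each; log2 fold change 3.73, SE 0.154, adjusted p 6.89e-13). It was followed by MMP9 (ENSG00000100985, log2 fold change 2.04), FABP5 (ENSG00000164687, 1.92), SPP1 (ENSG00000118785, 1.87) and LGALS3 (ENSG00000131981, 1.69). The largest fall was that of PRTN3 (ENSG00000196415, chromosome 19, 840999 to 848175), from 207 ± 135 to 11.1 ± 3.43 CPM (log2 fold change -4.23, SE 0.415, adjusted p 7.17e-08). MPO (ENSG00000005381) changed by -3.71, from 174 ± 118 to 13.4 ± 6.04 CPM, HBEGF (ENSG00000113070) by -3.21, EGR1 (ENSG00000120738) by -2.68 and THBS1 (ENSG00000137801) by -2.63. The adjusted p of these 10 genes was at most 3.58e-06, that of MPO.

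For Day 4 against Day 1, 192 genes met the same conditions, 125 of them higher on Day 4. NUPR1 (ENSG00000176046, chromosome 16, 28532708 to 28539008) rose from 12.7 ± 0.852 to 147 ± 14.9 CPM (SD, n = 3 each; log2 fold change 3.54, SE 0.118, adjusted p 1.3e-13). ACY3 (ENSG00000132744, log2 fold change 2.49), GPNMB (ENSG00000136235, 2.25), LINC01235 (ENSG00000270547, 1.96) and LGMN (ENSG00000100600, 1.89) followed. LY6E (ENSG00000160932, chromosome 8, 143017982 to 143023832) fell from 138 ± 13.8 to 40.5 ± 3.73 CPM (log2 fold change -1.77, SE 0.114, adjusted p 6.54e-10). FOS (ENSG00000170345) changed by -1.69, OLFM4 (ENSG00000102837) by -1.48, S100A8 (ENSG00000143546) by -1.43 and LMNA by -1.43. OLFM4 was not called when all deposited barcodes were summed, with a log2 fold change of -0.49 (adjusted p 0.00135, over all alternatives 1.27e-118 to 0.00156).

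For Day 4 against Day 3 only 13 genes met the conditions, 6 of them higher on Day 4. MIF (ENSG00000240972, chromosome 22, 23894383 to 23895227) rose from 130 ± 19.8 to 284 ± 84.6 CPM (SD, n = 3 each; log2 fold change 1.12, SE 0.260, adjusted p 0.0140), and was not called without Day 3 replicate 1 (adjusted p 0.0744) or without Day 4 replicate 2 (0.0515), with a range of 3.02e-68 to 0.0744 over all alternatives. ARF5 (ENSG00000004059, log2 fold change 0.73) was lost without any of 5 of the 6 libraries, the exception being Day 4 replicate 1, with log2 fold changes of 0.61 to 0.81. PIGR (ENSG00000162896, 0.67) was called under all 14 alternatives. APOC1 (ENSG00000130208, 0.66) was not called without Day 3 replicate 2 (0.60) or Day 4 replicate 3 (0.58), and LIPA (ENSG00000107798, 0.64) not without Day 4 replicate 3 (0.44). FOS fell from 187 ± 32.4 to 108 ± 4.62 CPM (log2 fold change -0.79, SE 0.0945, adjusted p 8.84e-05). MT-ND6 (ENSG00000198695, mitochondrial genome, 14149 to 14673) changed by -0.79. LMNA changed by -0.65 (-0.50 without Day 4 replicate 3, not called), MMP9 by -0.64 (-0.59 without Day 4 replicate 1, not called) and TMIGD3 (ENSG00000121933) by -0.64 (-0.57 without Day 3 replicate 1, not called).

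Of the 20 genes chosen in advance, 17 could be tested over the days. SALL1 had between 1 and 6 UMIs on Day 0, Day 1, Day 3 and Day 4, and HBE1 had 3 on Day 0 and none on Day 1, Day 3 or Day 4, so a difference in these was not detectable at this depth. For Day 4 against Day 1, 11 genes were called over all genes, 6 higher and 5 lower, and 11 when adjusted over the list alone. APOE (ENSG00000130203, chromosome 19, 44905791 to 44909393) rose from 1881 ± 202 to 5004 ± 63.1 CPM (SD, n = 3 each; log2 fold change 1.41, SE 0.106, adjusted p 5.14e-09). ABCA1 rose by 1.91, P2RY12 by 1.59 from 52 to 204 UMIs in all, ABCG1 by 1.40, SPP1 by 0.65 and C1QA by 0.64, each higher in all 3 Day 4 libraries than in any of Day 1. SPP1 was not called without Day 4 replicate 3 (0.58), nor C1QA without Day 4 replicate 1 (0.51). GATA1 changed by -3.42 (from 37 to 4 UMIs), GATA2 by -3.03, MYB by -2.08, FOS by -1.69 and EGR1 by -1.39, each lower in all 3 Day 4 libraries. TREM2 (log2 fold change 0.50), MKI67 (0.46), HLA-DRA (0.38) and ACSL1 (0.22) had adjusted p values of 1.05e-05, 0.000107, 0.000140 and 0.0222 with changes below the fold threshold, higher in all 3 Day 4 libraries. AIF1 (-0.09, adjusted p 0.375) did not differ. KIT (-0.51, adjusted p 0.128) was not called, but was with all deposited barcodes summed (-0.62, adjusted p 0.0419) and without Day 1 replicate 1 (-0.75, adjusted p 0.0258), with an adjusted p of 0.0258 to 0.842 over all alternatives.

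For Day 1 against Day 0, 10 of the 17 were called over all genes and 10 when adjusted over the list alone. SPP1 rose, while ABCG1 (log2 fold change -3.76), EGR1, P2RY12 (-2.10), MYB (-2.09), ABCA1 (-1.81), FOS (-1.09), KIT (-1.06), HLA-DRA (-0.83) and C1QA (-0.83) were lower in all 3 Day 1 libraries. For Day 2 against Day 1, 8 of the 17 were called, 3 higher and 5 lower, and for Day 3 against Day 2, 7 were called, 6 higher and 1 lower, with the same counts when adjusted over the list alone. Only FOS was called for Day 4 against Day 3, over all genes and adjusted over the list alone. TREM2 (0.52, adjusted p 0.000225), MKI67 (-0.56, adjusted p 0.000288) and P2RY12 (-0.58, adjusted p 0.0492) stayed below the fold threshold, with all 3 Day 4 libraries beyond every Day 3 library. So did APOE (0.59, adjusted p 0.00239, 3 of 3 libraries), which passed it without Day 3 replicate 1 (0.69) and without Day 4 replicate 2 (0.60). Without Day 4 replicate 1, MKI67 (-0.68, adjusted p 7.87e-06, over all alternatives 6.60e-17 to 0.0105) and P2RY12 (-0.83, adjusted p 0.00444, the lowest of a range up to 0.233) were called.

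**Figure D5:**
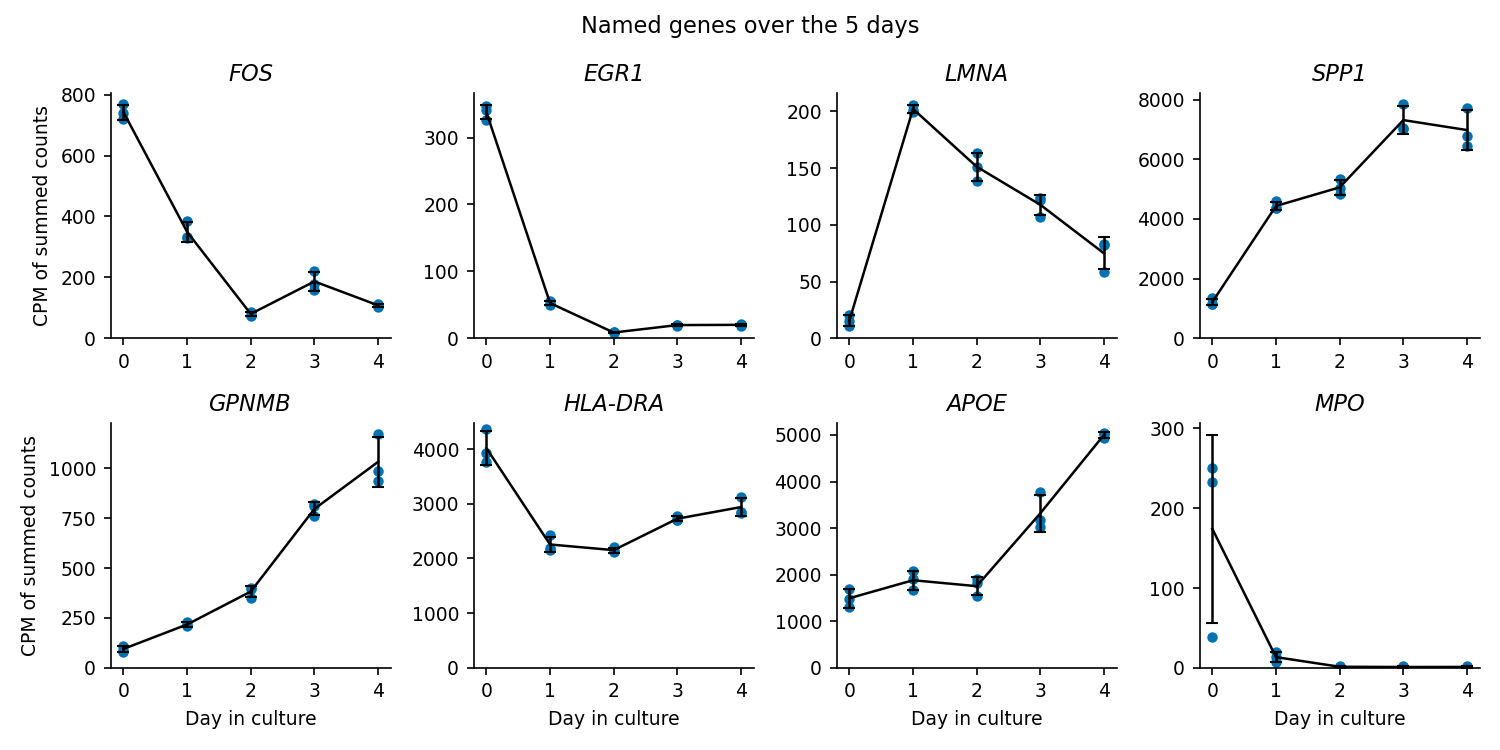
CPM of summed counts against the day in culture for 8 genes, with points for the 3 libraries of a day, lines through the means and bars of SD. EGR1 falls from 338 on Day 0 to 52.6 on Day 1, and APOE rises from 1881 on Day 1 to 5004 on Day 4.

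The fixed gene lists asked which programmes moved as a whole. For Day 4 against Day 1, 10 of the 13 lists passed an adjusted p of 0.05 by camera, and in all 13 the mean over the list in each of the 3 Day 4 libraries lay beyond that of every Day 1 library. Higher on Day 4 were MHC class II antigen presentation (median log2 fold change 0.44, adjusted p 3.68e-05, 2 of 11 genes called), cell cycle (0.35, adjusted p 0.00422, 3 of 22), LXR target (0.72, adjusted p 0.00689, 8 of 13), lysosomal and lipid-handling activation (0.37, adjusted p 0.00889, 6 of 15) and complement (0.39, adjusted p 0.0195, 3 of 9). Lower were heat shock (-0.58, adjusted p 1.65e-08, 5 of 10), interferon response (-1.05, adjusted p 2.75e-05, 11 of 12), immediate-early (-0.71, adjusted p 3.6e-05, 12 of 18), monocyte (-0.59, adjusted p 0.000829, 4 of 11) and cytokine and chemokine (-0.30, adjusted p 0.0299, 5 of 14). Core microglia (0.15, adjusted p 0.0724, 5 of 20), Alzheimer risk (0.16, adjusted p 0.0687, 5 of 26) and myeloid progenitor genes (-2.23, adjusted p 0.241, 8 of 10) did not pass. These counts of called genes are over all genes and cover both directions. Adjusted over the list alone they were the same, except for monocyte genes with 5. Called genes lower on Day 4 numbered 2 of 6 in the lysosomal and lipid-handling list. They numbered 1 of 8 among LXR target, 1 of 3 among cell cycle and 1 of 5 among core microglia genes. Called genes higher on Day 4 numbered 2 of 12 immediate-early, 1 of 5 cytokine and chemokine and 2 of 8 myeloid progenitor genes.

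For Day 1 against Day 0, 9 lists passed: heat shock (median log2 fold change 1.24) and lysosomal and lipid-handling activation (1.195) were higher on Day 1, and immediate-early (-1.75), MHC class II (-0.83), interferon response (-0.62), monocyte (-0.56), Alzheimer risk (-0.45), core microglia (-0.38) and complement (-0.21) genes were lower, with adjusted p values from 9.88e-11 (immediate-early) to 0.0353 (complement). With the correlation between genes estimated per list, the count of lists for this comparison was 4. For Day 2 against Day 1, 4 lists passed: cell cycle (0.93) rose, and immediate-early (-1.31), heat shock (-0.49) and cytokine and chemokine genes (-0.32, lower in 2 of 3 libraries) fell, with adjusted p values from 1.81e-18 (immediate-early) to 0.0383 (cytokine and chemokine). For Day 3 against Day 2, 10 passed, with immediate-early (0.63), lysosomal and lipid-handling activation (0.46), MHC class II (0.29), LXR target (0.25), complement (0.20), Alzheimer risk (0.11) and core microglia (0.09) genes higher and interferon response (-0.78), cell cycle (-0.25) and monocyte (-0.22) genes lower, with adjusted p values from 2.94e-12 (immediate-early) to 0.0282 (Alzheimer risk). For Day 4 against Day 3, 7 passed, with lysosomal and lipid-handling activation (0.24), LXR target (0.23), MHC class II (0.14), Alzheimer risk (0.11) and complement (0.08) genes higher and interferon response (-0.38, lower in 2 of 3 libraries) and cell cycle (-0.34) genes lower, with adjusted p values from 1.06e-08 (cell cycle) to 0.0381 (complement). Apart from the 2 exceptions given, the 3 libraries of the later day lay beyond every library of the earlier day in each list that passed. The count for Day 4 against Day 3 was 4 without Day 3 replicate 2. Adjusted over the list alone, called interferon response genes numbered 9 instead of 8 for Day 3 against Day 2 and 1 instead of 0 for Day 4 against Day 3.

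All of these camera calls also passed by fry except, for Day 4 against Day 3, lysosomal and lipid-handling activation (adjusted p 0.0653) and interferon response (adjusted p 0.0504). By fry alone passed core microglia (adjusted p 4.32e-06), Alzheimer risk (3.43e-06) and myeloid progenitor genes (0.0347) for Day 4 against Day 1, LXR target (2.27e-05) and myeloid progenitor genes (0.000329) for Day 1 against Day 0, myeloid progenitor (0.0275) and monocyte genes (0.0347) for Day 2 against Day 1, and core microglia genes (0.0136) for Day 4 against Day 3. Of these, core microglia and Alzheimer risk genes were higher on the later day and the others lower, although the median log2 fold change was 0.06 for LXR target genes on Day 1 against Day 0 and 0.08 for monocyte genes on Day 2 against Day 1. With an estimated correlation the calls that held were immediate-early, heat shock, core microglia and Alzheimer risk for Day 1 against Day 0; immediate-early, heat shock and cell cycle for Day 2 against Day 1; immediate-early for Day 3 against Day 2; Alzheimer risk for Day 4 against Day 3; and immediate-early and heat shock for Day 4 against Day 1. The median, the mean and the test differed in sign for no list that passed by camera. They did so for cytokine and chemokine and LXR target genes on Day 1 against Day 0; for MHC class II, complement, core microglia, interferon response, LXR target and monocyte genes on Day 2 against Day 1; for heat shock genes on Day 3 against Day 2; and for heat shock and cytokine and chemokine genes on Day 4 against Day 3.

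A further comparison asked whether genes changed inside a class, and not only through the mix of classes. Between Day 4 and Day 1, 752 of 11538 genes were called in homeostatic-like cells (427 higher and 325 lower on Day 4), 1425 of 11420 in activated-like cells (758 and 667), 1133 of 12257 in proliferating-like cells (642 and 491) and 1102 of 10697 in cluster 2 (643 and 459). The alternative that moved these most was the activated-like class from clustering at resolution 0.8, with 2325 genes. In the 3 named classes 233 genes were called in all, 219 of them in the same direction (110 higher and 109 lower). The genes called both in a class and in whole libraries numbered 469, 682, 675 and 375, of which 461, 660, 667 and 320 had the same direction.

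The last comparison set the vehicle-treated cells against untreated cells of the same day. The DMSO libraries came from a separate experiment, so vehicle and experiment cannot be told apart. Of 14668 genes tested, 832 were called (421 higher and 411 lower with DMSO). The count was 420 without DMSO replicate 2 and 520 without DMSO replicate 1, and 1217 without Day 4 replicate 1. Of these genes 71 met the conditions for naming, 37 of them higher with DMSO. RGS1 (ENSG00000090104, chromosome 1, 192575763 to 192580024) was 33.5 ± 5.82 CPM on Day 4 (SD, n = 3) and 138 ± 30.4 with DMSO (SD, n = 2; log2 fold change 2.04, SE 0.144, adjusted p 6.51e-06). FOS rose by 1.72, DUSP1 (ENSG00000120129) by 1.63, RPL27A (ENSG00000166441) by 1.31 and LMNA by 1.23. GABARAP (ENSG00000170296, chromosome 17, 7240008 to 7242449) was 119 ± 24.6 CPM on Day 4 (SD, n = 3) and 49.4 ± 22.1 with DMSO (SD, n = 2; log2 fold change -1.27, SE 0.228, adjusted p 0.00403). RPS10 (ENSG00000124614) changed by -1.03, CDK2AP1 (ENSG00000111328) by -0.97, TXNIP (ENSG00000265972) by -0.97 and PSMA2 (ENSG00000106588) by -0.97. RPS10 was not called without DMSO replicate 2 (-0.67, adjusted p 0.0645, over all alternatives 3.63e-13 to 0.0645).

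Of the genes chosen in advance, 16 could be tested and 3 were called over all genes: FOS, KIT (log2 fold change 0.73, adjusted p 0.0452) and EGR1 (0.66, adjusted p 0.000909), all higher in both DMSO libraries than in any Day 4 library. Adjusted over the list alone there were 4, with P2RY12 (0.65, adjusted over all genes 0.0558) added. KIT was not called in DESeq2 (adjusted p 0.108), after thinning the libraries, or without any 1 of Day 4 replicates 2 and 3 and DMSO replicates 1 and 2, with an adjusted p of 0.00846 to 0.252 over all alternatives. P2RY12 was called under 6 of 13 alternatives. APOE (-0.45, adjusted p 0.0359) and TREM2 (-0.46, adjusted p 0.0137) were lower, and MKI67 (0.48, adjusted p 0.0144) and C1QA (0.47, adjusted p 0.0354) higher, in both DMSO libraries than in any Day 4 library, with changes below the fold threshold. C1QA was called without Day 4 replicate 1 (0.60, adjusted p 1.72e-05, the lowest of a range up to 0.212).

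Clustered together with Day 4, homeostatic-like cells made up 43.7% ± 0.319 of DMSO libraries (SD, n = 2) and 33.4% ± 2.00 of Day 4 libraries (SD, n = 3), with an exact permutation p of 0.1, the smallest possible. At resolution 0.4 the difference of 10.2 points moved most, to 7.75. Activated-like cells made up 32.3% ± 1.19 with DMSO and 45.2% ± 3.25 on Day 4 (exact permutation p 0.1, n = 2 and 3). This class joined a GPNMB-led cluster (26.95% and 30.8%) with a cluster led by S100A8 (5.30% ± 1.61 and 14.4% ± 5.20, exact permutation p 0.2, n = 2 and 3), most of whose Day 4 cells belonged to cluster 2 of the time course. Proliferating-like cells made up 24.1% ± 1.51 and 21.4% ± 2.54 (exact permutation p 0.3, n = 2 and 3).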

Values the study reported

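The study reports 31,984 cells of the time course in 11 clusters, with 18,426 genes. It reports that its cluster 1, described as homeostatic microglia, grew from 15% of cells on day 1 to 35% on day 4. Its cluster 4, described as activated microglia without immediate-early genes, grew from 5% to 30%. Its cluster 2, described as activated microglia with immediate-early genes, shrank from 40% to 10%. The classes here were named by another rule, so the immediate-early-like class is not the counterpart of that cluster. Its cluster 11, assigned to myeloid progenitors, is reported as less than 1% of cells.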

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

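Of the tests in this part, those of unequal depth between classes and of low RNA content were chosen after the result had been seen.

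The change from Day 1 to Day 4 differed between classes when the difference itself was tested. At an adjusted p under 0.05 with a difference in log2 fold change over 0.6, it differed for 833 of 12132 genes between homeostatic-like and activated-like cells (463 with a larger value in activated-like cells and 370 with a smaller one), for 148 between homeostatic-like and proliferating-like cells (89 and 59) and for 849 between activated-like and proliferating-like cells (427 and 422). Genes called in both classes with opposite directions numbered 33, 0 and 27. For each pair of classes, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the next largest count was 0, 1 and 0. With 10 splits chance cannot be excluded.

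Unequal depth as the whole cause was argued against by thinning all sums to 1 total, after which 67.95% of the 833 genes, 52.03% of the 148 and 57.83% of the 849 were still past the threshold. Classes drawn with genes that differ between days were tested by clustering without those genes, which left 73.71%, 47.97% and 66.67%. The mix of clusters inside a class was tested with the largest cluster of each class alone, which left 52.82%, 75.0% and 43.7%. Under 50% remained for homeostatic-like against proliferating-like cells in the former test and for activated-like against proliferating-like cells in the latter. The number of genes was 158 in the first of these, no smaller than before, and 552 in the second. There these explanations stay open for which genes differ, while 71 and 371 of the genes remained. A different response of the classes to time in culture may also underlie the differences and was not separately tested.

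A signal also appeared in barcodes that the comparisons do not use. In 6315 barcodes removed for few genes, with a mitochondrial share under 20%, the share of UMIs from the 10 leading genes of cluster 5 was above that of kept cells in 17 of 17 libraries, with a median ratio of 9.943. The ratio to the whole library, 2.592 at the lowest, passed the limit set beforehand against free RNA. Empty droplets were not analysed here, however, so free RNA was not measured, and it cannot be told apart from the content of cells. Low RNA content of cluster 5 cells is a candidate explanation, as kept cells of this cluster had 0.4626 of the median UMIs of their own library, and cells with fewer UMIs lie nearer the gene minimum. The shares of cluster 5 in the report may therefore be too low, and part of their fall from Day 1 to Day 4 could come from the gene minimum. With all deposited barcodes the fall of OLFM4 was -0.4934 on the log2 scale.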

How the results depend on the processing

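Matching classes by shared cells, and permuting shares within the library number, were chosen after seeing the data. Over the settings fixed beforehand, 3 of 4 values for the number of cells, 94 of 102 for whole-library gene counts, 34 of 36 for counts within classes, 45 of 50 for gene list counts and 152 of 174 for shares stayed within set limits. The limit was a ratio of 1.5 for counts, the larger SD for Day 4 minus Day 1, and sign and call for a trend. The first 2 do not test direction: -0.371 for proliferating-like cells, 0.612 without Day 4 replicate 1, counts as unchanged. Blocking cannot change a difference in shares. Of the settings added later, 35 of 41 values for shares, 2 of 2 for whole-library counts and 3 of 3 within classes did. The cause was not tested for any change below unless one is given.

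The cells kept numbered 12712 with a mitochondrial limit of 10%. Genes called for Day 4 against Day 3 numbered 313 with no filter on low counts (179 of them called before) and 120 with only the 6 libraries compared (112). Leaving out 1 library gave 94 to 361 genes there, 241 to 354 for Day 3 against Day 2 and 420 to 1217 for DMSO against Day 4. Where an arm was left with 1 library, it is assumed to vary like the others. Within classes, activated-like cells from resolution 0.8 gave 2325 genes, and cluster 2 thinned to the smallest sum gave 693, which is set by fewer counts. With an estimated correlation the lists past the threshold numbered 4 for Day 1 against Day 0, 1 for Day 3 against Day 2, 1 for Day 4 against Day 3 and 2 for Day 4 against Day 1. Leaving out 1 library gave 4 to 7 lists for Day 4 against Day 3.

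The share of cells on Day 4 minus Day 1 moved as follows. At resolution 0.2 it was 25.04 for activated-like cells, also when matched by shared cells (25.04), and -10.59 for cluster 5. At resolution 0.8 it was 24.73 for homeostatic-like (24.7 matched), -5.477 for activated-like, with r -0.2689, and -3.247 for proliferating-like cells. Without the genes that changed between days it was 15.11 for activated-like (15.11 matched), 4.687 for proliferating-like, with r 0.3216, -19.23 for cluster 2 and -11.86 for cluster 5. Without the highest Scrublet scores it was -29.83 for cluster 2 and -9.555 for cluster 5, and with cells thinned to 4000 UMIs -9.491 for cluster 5. With a mitochondrial limit of 10% it was 17.62 for homeostatic-like (17.61 matched), 13.64 for activated-like (33.58 matched), -4.99 for proliferating-like cells (-3.995 matched) and -41.38 for cluster 2, and r of cluster 5 was -0.4841 (adjusted p 0.202). For DMSO minus Day 4 at resolution 0.4 it was 7.747 for homeostatic-like cells, which are cluster 1 of that set (7.747), and -5.388 for activated-like cells.

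Of 60 results for named genes past the threshold, 802 of 825 values stayed past it, and 12 results lost it in 23. Of 42 not past it, 537 of 573 values stayed so, 17 passed it and 19 changed sign, all of genes without a call. For Day 1 against Day 0, GATA1 changed to 0.0764 after thinning, and ran from -0.5556 to 0.7444 with 1 library left out, with 0.0438 without Day 1 replicate 3. With all barcodes EGR1 was -0.0793 for Day 4 against Day 3. With 1 library left out the log2 fold changes for Day 4 against Day 3 ran from -0.1462 to 0.012 for AIF1, -0.6351 to 1.0782 for GATA1, -0.2927 to 0.3039 for MYB, -0.2839 to 6e-04 for KIT, -0.0366 to 0.1161 for ACSL1, -0.0191 to 0.0724 for EGR1 and -0.0501 to 0.1985 for C1QA. The same range was -0.1565 to 0.0016 for AIF1 on Day 4 against Day 1, and with DMSO -0.2664 to 0.1154 for ABCA1 and -0.1424 to 0.0105 for ACSL1.

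In the other day contrasts the pairing was uneven. For Day 4 against Day 3 r over genes was 0.655, -0.0428 and 0.430, and for Day 1 against Day 0 it was 0.0680, -0.0227 and -0.0531. All 3 values were positive, but some small, for Day 2 against Day 1 (0.555, 0.0357 and 0.244). The same held for Day 3 against Day 2 (0.0225, 0.325 and 0.0525). With DMSO only 2 numbers can be compared (0.262 and 0.277). With the number as a block, genes called numbered 3283, 868, 416 and 257 for the successive days, 1944 for Day 4 against Day 1 and 1140 for DMSO against Day 4. Blocking also added monocyte genes to the lists for Day 4 against Day 3. The blocked fit with DMSO held replicates 1 and 2 only, and so left out Day 4 replicate 3. In that fit ABCA1 (0.1208) and ACSL1 (0.0107) changed sign. They also did so without Day 4 replicate 3 and with no block (0.1154 and 0.0105), so blocking is not needed for the change. The blocked fit with DMSO also added calls for P2RY12 (0.6334, adjusted p 0.00748) and GATA2 (-1.5743, adjusted p 0.0133). Over all alternatives the adjusted p ran from 0.000447 to 0.305 for P2RY12 and from 0.0133 to 0.992 for GATA2. The blocked fits changed no other call among the lists and named genes.

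Depth limits the genes with few UMIs, such as SALL1, HBE1 and GATA1.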

Other observations

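Of the tests in this part, the splits of libraries for whole-library counts, the mitochondrial share in all barcodes, the order of UMIs, the GC tests, the tests of doublets and that of immediate-early genes within clusters were chosen after the result had been seen.

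Whole-library counts of called genes were recomputed under other splits of the libraries. For each of Day 1 against Day 0, Day 2 against Day 1, Day 3 against Day 2, Day 4 against Day 3 and Day 4 against Day 1, 1 of the 10 splits, the real one, gave as many genes, and the next largest count was 28 for Day 4 against Day 3 and 0 for the others. With 10 splits chance cannot be excluded. Between Day 4 and Day 1, whose numbers pair, 4 of the 10 splits part all pairs, and of these only the real one gave as many genes. For the genes that differ among Day 1 to Day 4, 1 of 100 splits gave 7483, the next largest 2954, so chance can be excluded there. Within homeostatic-like, activated-like and proliferating-like cells and cluster 2, 1 of 10 splits each gave as many genes, the next largest count being 0.

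The count of gene lists past the threshold behaved otherwise. For Day 1 against Day 0, 2 of the 10 splits gave as many lists, and for Day 2 against Day 1 all 10 did: adjusted within its 13 lists the real split gave 3, and another gave 5. The number of lists in these 2 comparisons is thus not distinguished from other splits. In the comparisons of Day 3 with Day 2, Day 4 with Day 3 and Day 4 with Day 1, 1 of 10 splits gave as many, the next largest being 7, 4 and 8, and chance cannot be excluded with 10 splits.

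The library number ranked the mitochondrial share alike on all 5 days. The cell filter was argued against as its cause by a W of 1.0 in all deposited barcodes, and the mix of classes by a W of 1.0 within homeostatic-like cells over 4 days (exact permutation p 0.00463). The order in which libraries were handled may underlie it. The median UMIs per cell, ranked over the same libraries, gave a W of 0.36 (exact permutation p 0.182), with library 1 the highest and library 3 the lowest on 4 of 5 days and the reverse on Day 3. This does not decide, so handling order and other sources cannot be told apart. The 2 DMSO libraries, from a separate experiment, had the opposite order of mitochondrial share, with 10.4% in replicate 1 and 9.36% in replicate 2. No biological explanation was tested.

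Day 4 replicate 3 differed from the other 2 Day 4 libraries more than libraries of other days did from each other. The SD over genes of the log2 difference was 0.130 between replicates 1 and 2, 0.244 between 1 and 3 and 0.171 between 2 and 3, against at most 0.141 within any other untreated day. With the trend over GC content taken out the largest was 0.2342. In homeostatic-like cells thinned to 1 total it was 0.2729, against at most 0.180 on other days, and with whole libraries thinned it was 0.2542, against at most 0.145. GC content, class mix and depth are thus argued against as the whole cause, and no biological explanation was tested.

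GC content was first tested by its rank correlation with the log2 fold change, across genes, which are not independent replicates. This rho was -0.0437 for DMSO against Day 4 and 0.191 for Day 4 against Day 3, inside the bound set for it, while between Day 4 replicates it reached -0.49. That test was therefore replaced by a correction of each library. With the trend over GC content taken out, 82.7% of the genes called for Day 4 against Day 3 and 85.94% of those for DMSO against Day 4 were still called, which argues against GC content as the whole cause.

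Immediate-early genes were higher with DMSO than on Day 4, with a median log2 fold change of 0.51 over 18 genes, 8 of them called as higher. A different mix of classes was first tested with FOS alone, which was higher in every DMSO library than in every Day 4 library in 4 of 4 clusters of that set. The mean of the other 17 genes was so too in 4 of 4 clusters, with a median log2 difference of 0.30, 0.41, 0.15 and 1.41 and 14, 15, 11 and 16 genes higher, which argues against class mix as the whole cause. Handling of the cells before capture may contribute. The heat shock list, with a median of 0.0146 and 1 of 10 genes called, as lower, does not decide this, and handling, vehicle and experiment cannot be told apart.

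Of the 5 unnamed clusters, 4 were compared with candidate cell types, each only a hypothesis. Cluster 2 was not compared. Over list genes outside the leading 10, the median log2 fold against other cells was 3.211 for granulocyte precursor genes in cluster 9 (8 genes, 6 higher), 4.157 for neutrophil genes in cluster 5 (14 genes, 13 higher), 6.462 for mast cell genes in cluster 11 (6 genes, 4 higher) and 2.779 for mature dendritic cell genes in cluster 10 (6 genes, 5 higher). The most abundant of these were RNASE2 (8.63 on the scale of normalised UMIs per cell against 1.62 in other cells), PADI4 (4.25 against 0.188), SLC18A2 (6.93 against 0.149) and IDO1 (5.17 against 0.000675). In cluster 5, 4 of the 14 neutrophil genes were near the floor (MMP8, LCN2, CRISP3 and CD177), so their direction says little. In clusters 9 and 11, 1 gene each was near the floor. Of the lists, 3, 2, 4 and 2 genes were detected in over 20% of homeostatic-like cells. The neutrophil list shares 1 gene with the monocyte list, and the mast cell list shares 4 with the myeloid progenitor list (CPA3, GATA2, HDC and KIT). The study assigns a small cluster of its own to myeloid progenitors. That identity was not tested as a rival for cluster 11. The test of doublets written beforehand used Scrublet, which did not work as a caller here, and was replaced by 2 others. The first was the median UMIs relative to the cells' own library, which was 0.4626 in cluster 5 and 0.5657 in cluster 11, where 2 cells in a droplet would hold more, so doublets are argued against there. In clusters 9 and 10 it was 1.031 and 1.373, which excludes nothing. The second set the same list genes against the highest other cluster, since a doublet of 2 clusters cannot exceed both. With a limit of 1 set before its values were seen, the median log2 ratio was 1.71 in cluster 9 (5 of 8 genes higher), so doublets of other clusters are argued against as the whole cause. It was 0.901 in cluster 10 (4 of 6 higher, 3 genes near the floor), under the limit, so doublets cannot be told apart from this type by that test, although IDO1 reached only 0.00167 in any other cluster. In clusters 5 and 11 this ratio was -0.0784 and 4.292, and cluster 5 rests on the UMIs alone. The highest Scrublet scores were 1.165 times as frequent in cluster 9 as in all cells, 0.1415 times in cluster 5, 0 times in cluster 11 and 1.447 times in cluster 10.

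Activated-like cells, whose name was rebuilt here, join clusters 3 and 8, so their share on Day 1, 8.67%, is not that of a single cluster. Cluster 3 alone held 5.87%.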
